# MORC proteins regulate transcription factor binding by mediating chromatin compaction in active chromatin regions

**DOI:** 10.1186/s13059-023-02939-4

**Published:** 2023-04-26

**Authors:** Zhenhui Zhong, Yan Xue, C. Jake Harris, Ming Wang, Zheng Li, Yunqing Ke, Mukun Liu, Jessica Zhou, Yasaman Jami-Alahmadi, Suhua Feng, James A. Wohlschlegel, Steven E. Jacobsen

**Keywords:** Microrchidia, MORC, Chromatin compaction, TF binding, Transcription regulation

## Abstract

**Background:**

The microrchidia (MORC) proteins are a family of evolutionarily conserved GHKL-type ATPases involved in chromatin compaction and gene silencing. Arabidopsis MORC proteins act in the RNA-directed DNA methylation (RdDM) pathway, where they act as molecular tethers to ensure the efficient establishment of RdDM and de novo gene silencing. However, MORC proteins also have RdDM-independent functions although their underlying mechanisms are unknown.

**Results:**

In this study, we examine MORC binding regions where RdDM does not occur in order to shed light on the RdDM-independent functions of MORC proteins. We find that MORC proteins compact chromatin and reduce DNA accessibility to transcription factors, thereby repressing gene expression. We also find that MORC-mediated repression of gene expression is particularly important under conditions of stress. MORC-regulated transcription factors can in some cases regulate their own transcription, resulting in feedback loops.

**Conclusions:**

Our findings provide insights into the molecular mechanisms of MORC-mediated chromatin compaction and transcription regulation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-02939-4.

## Background

The MORC proteins are a family of highly conserved GHKL-type ATPases involved in gene silencing and chromatin compaction [1]. In *Caenorhabditis elegans*, MORC-1 can compact DNA through topological entrapment [2], while in humans, MORC2 is recruited by the human silencing hub (HUSH) complex for H3K9me3 deposition, chromatin compaction, and gene silencing [3]. In mice, MORC1 is involved in germline transposon silencing [4], and MORC3 is essential for transposon silencing in embryonic stem cells [5].

The Arabidopsis genome encodes six MORC proteins: MORC1, 2, 4, 5, 6, and 7 (MORC3 being a pseudogene) [6]. These six proteins are functionally redundant and colocalize with sites of RNA-directed DNA methylation (RdDM) genome-wide [7], where they are critical for establishing efficient RdDM and de novo gene silencing [7]. MORC7, when tethered to DNA using an artificial zinc finger, can target RdDM to ectopic sites. MORC7 is also required for the silencing of newly integrated *FWA* transgenes [7]. MORC proteins also act downstream of DNA methylation to suppress gene expression and are also involved in plant immunity — protecting plants against potential pathogens by interacting with plant resistance (R) proteins [8, 9]. However, the molecular mechanisms underlying these RdDM-independent functions remain unknown. We previously observed MORC binding sites where RdDM does not occur (MORC-unique sites) [7], and by studying these sites, we aim to shed light on the mechanisms underlying the RdDM-independent functions of MORC proteins.

TOPLESS (TPL) and LEUNIG (LUG) are both Grocho (Gro)/TLE-type transcriptional co-repressors in plants. They are characterized by a conserved glutamine-rich C-terminal domain and an N-terminal WD-repeat domain [10]. The glutamine-rich domain participates in protein oligomerization, and the WD-repeat domain interacts with downstream transcriptional regulators [10]. The functional counterpart of the Gro/TLE family of proteins in yeast, Tup1, was originally identified as a co-repressor that occupied the binding sites of transcriptional activators [11, 12]. However, evidence now shows that Tup1 can switch from a co-repressor to a co-activator in response to stress, and is required for the activation of certain genes related to the stress response [11, 12].

Here, we use MORC-unique sites to study the RdDM-independent functions of MORC proteins. We show that MORC proteins compact chromatin and reduce DNA accessibility to TFs, thereby repressing the transcription of stress-responsive genes.

## Results

### MORC proteins bind to active chromatin regions devoid of RdDM

We previously reported that approximately 80% of MORC7 binding regions overlap with sites of RdDM [7]. MORC7 is recruited to these sites by the RdDM machinery, where it then facilitates the efficiency of the RdDM pathway. However, the remaining 20% of MORC7 binding sites are devoid of RdDM, as evidenced by a lack of Pol V occupancy [7]. The mechanisms underlying the function of MORC7 within these RdDM-depleted regions remain unknown.

Mouse MORC3 recognizes and localizes to regions of H3K4me3-marked chromatin through its CW domain [13]; however, Arabidopsis MORCs do not contain CW domains. To determine whether Arabidopsis MORCs co-localize with specific chromatin features, we used the ChromHMM method to investigate correlations between MORC7 and several well-characterized chromatin features (H3K9ac, H3K27ac, H4K16ac, H3K4me1, H3K4me3, H3K36me2, H3K36me3, H3K9me2, H3K27me3, Pol II, and Pol V). We analyzed chromatin states using a similar method as previously reported [14] but also included Pol V ChIP-seq data. We found 13 different chromatin states (Additional file 1: Fig. S1). MORC7 showed a strong correlation with Pol V (a known indicator of RdDM sites), which was consistent with our previous findings (State 11, Additional file 1: Fig. S1). Chromatin state 12 included sites enriched with MORC7 but depleted of Pol V — indicative of MORC7-unique regions. We did not observe enrichment of histone marks in these MORC7-unique regions (Additional file 1: Fig. S1).

Within these MORC7-unique regions, we identified two subgroups: MORC7A and MORC7B. The ChIP-seq data for MORC7, Pol V, ATAC-seq, transposable element (TE), and small RNA density indicated that MORC7A was within a region of high chromatin accessibility and low TE density (Fig. 1a, b, Additional file 1: Fig. S2). Consistent with the ChromHMM analysis, MORC7A displayed low levels of histone occupancy and histone modification, although its flanking regions were enriched for active histone modifications. This suggests that MORC7A is located within an active chromatin compartment between genes (Fig. 1b).

**Fig. 1:**
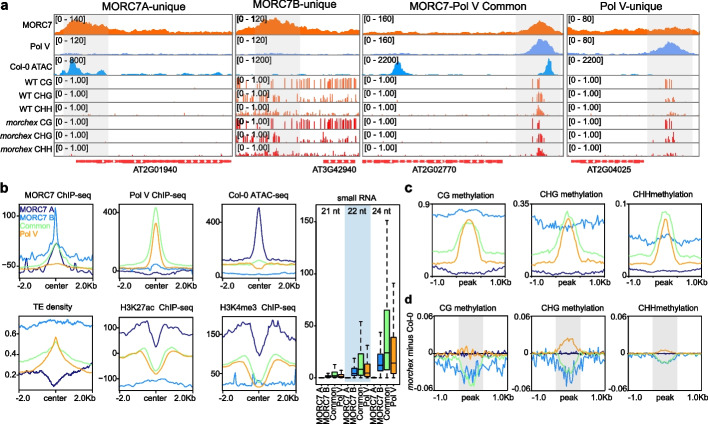
MORC7 binds to regions devoid of RdDM.** a** Screenshots of ChIP-seq data for MORC7A-unique, MORC7B-unique, MORC7-Pol V Common, and Pol V-unique regions. **b** Metaplots of ChIP-seq data for MORC7, Pol V, H3K27ac, H3K4me3, ATAC-seq, transposable element (TE), and small RNA density over regions of MORC7A-unique, MORC7B-unique, MORC7-Pol V Common, and Pol V-unique. **c** Metaplot showing methylation levels of CG, CHG, and CHH, over regions of MORC7A-unique, MORC7B-B unique, MORC7-Pol V Common, and Pol V-unique. **d** Metaplot showing methylation levels of CG, CHG, and CHH methylation changes (*morchex* minus WT) over regions of MORC7A-unique, MORC7B-unique, MORC7-Pol V Common, and Pol V-unique

MORC7B contained a high density of TE with no apparent active histone marks, reflective of its heterochromatic localization (Fig. 1a, b). We found that MORC7A regions had low levels of DNA methylation, while MORC7B regions had high levels of methylation (Fig. 1c, d). These results suggest that MORC7 binds to active and deep heterochromatic regions of DNA, where RdDM does not occur, suggesting that it regulates gene expression at these sites through RdDM-independent mechanisms.

### MORC7 preferentially binds to the promoters of TFs

The genomic distribution enrichment data showed enrichment of MORC7A peaks over promoters (Fig. 2a), but no enrichment of MORC7B peaks — consistent with their deep heterochromatic localization. The functional annotation of the genes proximal to MORC7A suggested that they were enriched in TF encoding genes (Table 1). The Arabidopsis genome encodes approximately 1491 TF genes (5.5% of the genome) [15]. Of the genes proximal to MORC7A, 23% were TFs (*p*-value = 3.12E − 36); these included PHYTOCHROME INTERACTING FACTOR (PIF), ethylene and auxin-responsive transcriptional factors, and Myb transcriptional factors (Additional file 2: Table S1). This enrichment was more significant than enrichment for MORC7-Pol V common (*p*-value = 0.001) and Pol V-unique (*p*-value = 1.6E − 5).

**Fig. 2:**
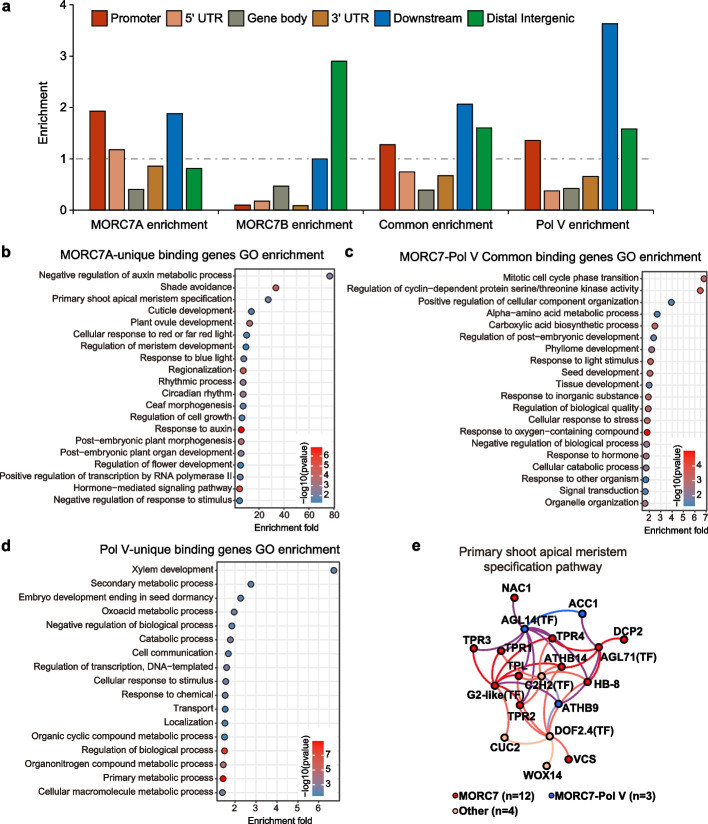
MORC7-unique regions preferentially localize to the promoter regions of TFs.** a** Genomic distribution enrichment data for MORC7A-unique, MORC7B-unique, MORC7-Pol V Common, and Pol V-unique regions. Gene ontology enrichment data for the proximal genes of MORC7A (**b**), MORC7-Pol V Common (**c**), and Pol V-unique regions (**d**). **e** MORC7 and Pol V binding on promoters of genes in the primary shoot apical meristem specification pathway

**Table 1:** Number of TFs among the proximal genes of MORC7A-unique, MORC7B-unique, MORC7-Pol V Common, and Pol V-unique regions. *P*-values are estimated by hypergeometric test

Peak	TF	Non-TF	Total	Percentage	*p*-value
MORC7A	99	326	425	23.29%	3.12E − 36
MORC7B	6	27	33	18.18%	0.002
MORC7-Common	114	1475	1589	7.17%	0.001
Pol V	98	1080	1178	8.32%	1.60E − 05
Whole genome	1491	25,681	27,172	5.49%	NA

Gene Ontology (GO) term analysis of genes proximal to MORC7A showed an enrichment of negative regulation of auxin metabolic process (~ 80-fold), shade avoidance (~ 30 fold), and the primary shoot apical meristem specification pathway (~ 30-fold) (Fig. 2b, c, d). The primary shoot apical meristem specification pathway (GO0010072) is responsible for the growth of all post-embryonic, above-ground plant structures [16]. In Arabidopsis, this pathway includes several topless-related genes [16]. Interestingly, we found that MORC7 specifically bound to 12 of the 19 genes in this pathway (Fig. 2e, Additional file 1: Fig. S3), and co-localized with Pol V at an additional three. We show examples of MORC7 enrichment over the promoter regions for the four TOPLESS genes in Additional file 1: Fig. S3.

### MORC7 closely co-localizes with some TFs

To investigate the protein interaction network of MORC7 with chromatin, we re-analyzed previously published crosslinked IP-MS data of MORC7 [7]. We identified 494 proteins (FDR < 0.05, FC > 2) that interacted with MORC7 (Fig. 3a), and found that many of these were involved in either chromatin-related pathways or development (Fig. 3b). We also identified 68 TFs from the MORC7 interacting proteins (68/494, *p* = 7.89E − 12) (Additional file 3: Table S2). To further test whether MORC7 co-localizes with TFs, we obtained binding site information for 200 TFs from the DNA Affinity Purification and sequencing (DAP-seq) database [17], and performed pairwise peak overlap analysis with MORC7 peaks. We found that MORC7A showed stronger co-localization with TFs compared to MORC7B, MORC7-Pol V common, and Pol V-unique regions, and also showed strong co-localization with some TF binding sites but not others (Fig. 3c). For the TFs characterized with DAP-seq, we found 23 TFs pull downed by MORC7 crosslinked IP-MS data (Additional file 3: Table S2). This indicates that MORC7A peaks are associated with TF binding sites. We also re-analyzed three transcription factors, PIF4 [18], ARF6 [19], and TPR1 [20], in particular, because published ChIP-seq data was available. Metaplot analysis with ChIP-seq data indicated that MORC7A-unique, MORC7B-unique, MORC7-Pol V Common, and Pol V-unique regions showed the strongest co-localization with MORC7A, but the random promoter controls didn’t show obvious enrichment (Fig. 3d, Additional file 1: Fig. S4).

**Fig. 3:**
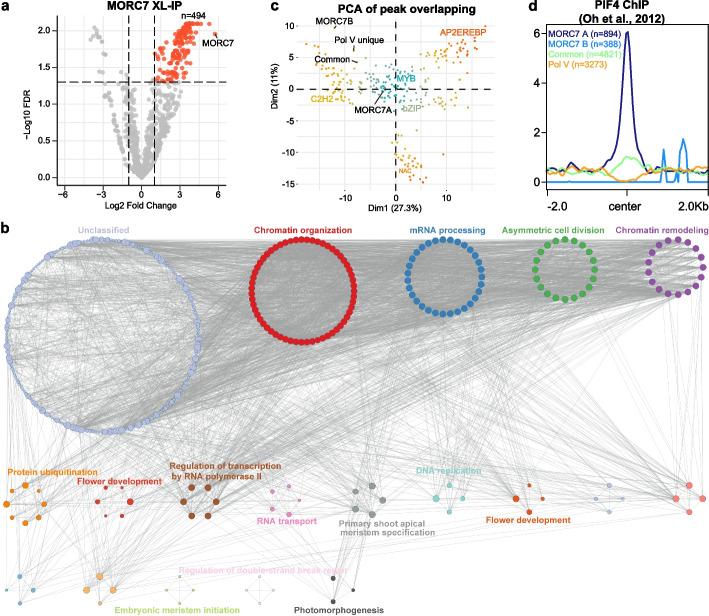
MORC7 associates with some TFs.** a** Volcano plot showing proteins that have significant interactions with MORC7, as detected by crosslinked IP-MS. **b** Protein–protein interaction networks of MORC7. **c** A graph showing the degree of overlap between the DAP-seq peaks of approximately 200 TFs with MORC7A-unique, MORC1B-unique, MORC7-Pol V Common, and Pol V unique regions. **d** Metaplot of PIF4 ChIP-seq data [18] over MORC7A-unique, MORC7B-unique, MORC7-Pol V Common, and Pol V unique regions

### MORC7 influences TF binding through chromatin compaction

To understand how MORC7 affects chromatin conformation, we performed an Assay for Transposase-Accessible Chromatin with high-throughput sequencing (ATAC-seq) in *morc4 morc7*, *morc6*, and *morc hextuple* (*morchex*, in which all functional MORCs are knocked out) mutants [6]. We plotted ATAC-seq data across the four groups and found that MORC7A, MORC7B, and MORC7-Pol V common showed greater chromatin accessibility changes in the mutants, particularly over the MORC7A regions (Fig. 4a, b). This phenotype is consistently observed in *morc4 morc7*,* morc6*, and *morche*x — with *morchex* showing the most pronounced phenotype (Fig. 4a, Additional file 1: Fig. S5). Interestingly, for Pol V-unique sites, DNA compaction was not reduced, but actually became slightly increased (Fig. 4a). Consistently, we also observed an increase in DNA methylation for Pol V-unique sites in the mutants (Fig. 1d). This suggests that Pol V may be redistributed from the MORC7-Pol V common sites to Pol V-unique sites in the absence of MORC proteins. This is consistent with our previous findings that suggested MORC proteins function as molecular tethers to facilitate the recruitment of RdDM components [7].

**Fig. 4:**
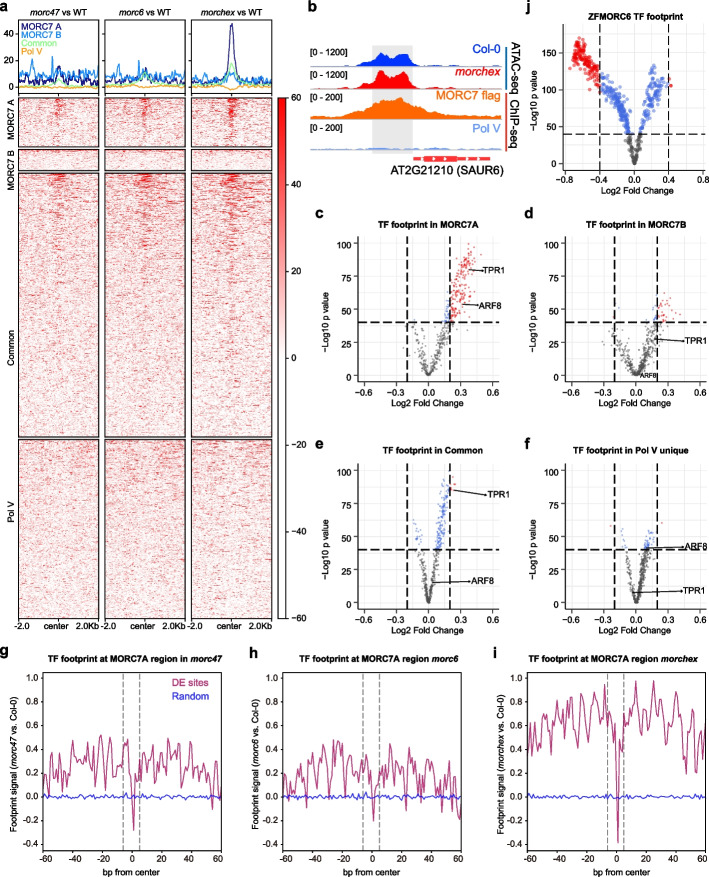
MORC proteins influence TF binding through chromatin compaction. **a** Metaplot and heatmap showing chromatin accessibility changes in MORC7A-unique, MORC7B-unique, MORC7-Pol V Common, and Pol V-unique regions profiled by ATAC-seq. **b** A representative screenshot showing higher chromatin accessibility at the promoter of SAUR6 in the *morchex* mutant. **c** Volcano plot showing changes in TF footprints in MORC7A regions, comparing *morchex* and wild type. **d** Volcano plot showing changes in TF footprints in MORC7B regions, comparing *morchex* and wild type. **e** Volcano plot showing changes in TF footprints in MORC7-Pol V Common regions, comparing *morchex* and wild type. **f** Volcano plot showing changes in TF footprints at Pol V-unique regions, comparing *morchex* and wild type. **g** Metaplot showing TF footprint changes for MORC7A-unique regions in the *morc4morc7* mutant. **h** Metaplot showing TF footprint changes for MORC7A-unique regions in the *morc6* mutant. **i** Metaplot showing TF footprint changes for MORC7A-unique regions in the *morchex* mutant. **j** Volcano plot showing TF changes for ZF off-target sites, comparing ZF-MORC6 and *fwa-4* plants. *P* values were calculated by the two-sided Student’s *t*-test

To examine whether MORC-mediated DNA compaction affects TFs, we analyzed the ATAC-seq data for TF footprints. When a TF binds to DNA, it inhibits the integration of DNA by Tn5 transposes, causing the binding motif to exhibit lower DNA accessibility, and the flanking regions to exhibit higher DNA accessibility [21]. The footprints of 572 TFs downloaded from JASPAR were analyzed in the *morc4 morc7*, *morc6*, and *morchex* mutants [22]. Many TFs showed substantially stronger apparent binding within the MORC7A regions in the mutants. There were some increases in binding within the MORC7B regions (although to a lesser degree than in MORC7A regions) (Fig. 4c, d), while TF binding over RdDM sites was largely unaffected (Fig. 4e, f). The metaplot of ATAC-seq signals over the TF binding sites for the MORC7A regions confirmed that these TFs have stronger apparent binding in *morc4 morc7*, *morc6*, and *morche*x mutants — with *morchex* showing the strongest binding changes, and the random control regions showing no differences (Fig. 4g–i).

We previously showed that targeting either MORC7 or MORC6 ectopically in the *fwa-4* epiallele background using ZF108 can trigger the silencing of *FWA* [7, 23]. In addition to the *FWA* locus, ZF108 can also bind thousands of off-target sites [23]. These off-target sites are preferentially localized to promoter regions and therefore provide an excellent opportunity to test whether the presence of MORC proteins can affect TF binding. We compared TF footprints between ZF-MORC6 and *fwa-4* and found a substantial decrease for many of the TF footprints in ZF-MORC6 plants (Fig. 4j). We further divided ZF off-target sites into sites that gain of DNA methylation (*n* = 2186) or non-gain of DNA methylation (*n* = 8580), and observed a substantial decrease of the TF footprints over both groups of sites in ZF-MORC6 plants (Additional file 1: Fig. S6). This supports the hypothesis that MORC proteins affect TF binding. Together, these results suggest that MORCs inhibit TF binding by altering chromatin accessibility.

### MORC influences gene expression downstream of the TFs

To understand whether MORC proteins regulate gene expression, we performed RNA-seq with the *morchex* mutant. 

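RNA from WT (Col-0) and *morchex* was sequenced at 3 time points. T0 preceded the heat treatment, T30 followed 0.5 h at 37 °C, and T48 was sampled at 48 h, which the methods describe as recovery at normal temperature. WT had 3 libraries at each time point, and *morchex* had 3 libraries at T0, 2 at T30 and 2 at T48. The methods name flower buds as the source of the RNA, and the sample labels name floral tissue. The authors aligned the reads to TAIR10 with Bowtie2 and used RSEM with default parameters to obtain expected counts, TPM and FPKM for each gene. The expected counts of a WT library summed to between 8.61 and 11.8 M (M, 1000000 counts) at T0 (median 11.6), between 10.8 and 15.3 M at T30 (median 10.9) and between 9.46 and 11.7 M at T48 (median 10.5). The *morchex* libraries were deeper, with 12.8 to 17.9 M at T0 (median 17.6), 19.6 to 24.9 M at T30 (median 22.2) and 24.4 to 25.1 M at T48 (median 24.7). Expected counts were rounded to whole numbers and normalized by edgeR's TMM method, and the 18827 genes that passed edgeR's filter on low counts were tested in one quasi-likelihood fit over the 16 libraries. Genes were called changed at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 2. The methods give the threshold as a p-value, and Fig. 5c and d plot a false discovery rate, so the adjusted value was used. The biological coefficient of variation of the fit was 0.155.

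Transcripts of 4 of the 6 MORC genes fell in *morchex* at T0. MORC1 (AT4G36290, chromosome 4, 17169385 to 17173361) had 5.83 ± 1.05 TPM (SD, n = 3) in WT and 1.5 ± 0.09 TPM (SD, n = 3) in *morchex*, a log2 fold change of -1.97 (standard error 0.21, adjusted p = 1.1e-04 from edgeR's quasi-likelihood test, as for the other adjusted values). MORC7 (AT4G24970, chromosome 4, 12830915 to 12835949) had 2.25 ± 1.02 TPM in WT and 0.547 ± 0.245 TPM in *morchex* (log2 fold change -2.03, adjusted p = 0.0084, above 0.05 in 3 of the 13 alternatives and at most 0.143). The log2 fold changes of MORC2 (AT4G36280) and MORC6 (AT1G19100) were -2.16 (adjusted p = 0.0024) and -1.46 (adjusted p = 0.0052, and 0.0904 in a fit to the groups compared alone). MORC5 (AT5G13130) had no counts in the 9 WT libraries and 1 to 14 counts in the *morchex* libraries. MORC4 (AT5G50780, chromosome 5, 20650086 to 20655401) rose instead, from 2.96 ± 0.28 TPM in WT to 11.2 ± 1.19 TPM in *morchex*, a log2 fold change of 1.90 (standard error 0.132, adjusted p = 7.5e-07). Over the alternative settings it lay between 1.83 and 1.98. The counts do not show whether the transcripts left in *morchex* carry the whole coding sequence.

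**Figure D1:**
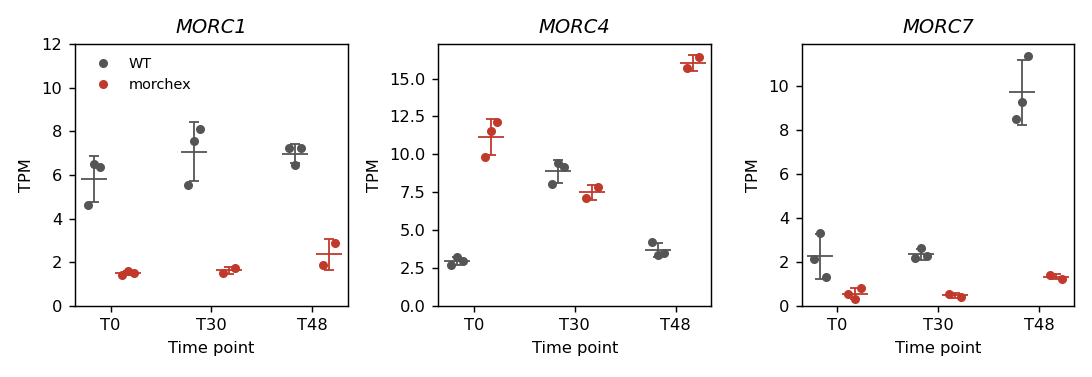
TPM of MORC1, MORC4 and MORC7 at T0, T30 and T48 in WT (grey) and *morchex* (red). Each point is a library, the horizontal line is the group's mean and the error bar its SD; MORC4 averaged 2.96 TPM in WT and 11.2 TPM in *morchex* at T0.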

As MORC7A co-localizes strongly with PIF4 (Fig. 3d) — a central regulator in temperature signaling [24] — we applied heat treatment to the *morchex* mutant. We first compared the expression of genes proximal to MORC7A peaks in wild type (WT) and *morchex* mutant without treatment. This showed that the genes proximal to MORC7A were slightly (*p* = 0.002) up-regulated in the *morchex* mutant without treatment (Fig. 5a), including the TFs SEP3, PIF4, ARF6/8, TPR1, LUG, and SEU (Fig. 5b). 

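The copy of Table S1 used here lacks 1 of the 425 genes proximal to MORC7A, so no test was run on the list as a whole. Of its genes, 386 are in the expression tables and 340 were tested. Their median log2 fold change between *morchex* and WT at T0 was 0.03, with quartiles of -0.11 and 0.18, beside a median of -0.01 over all tested genes, and 191 of the 340 lay above 0. The list's mean minus the mean of all tested genes had an SD of 0.042 on the log2 scale between libraries of one group. This SD is of another measure than the median, so the median cannot be judged against it. With 1 library left out in turn, the alternative that moved the median most, the median stayed between 0.02 and 0.05. On group means of FPKM, 213 of the 386 genes were higher in *morchex* and 154 lower, with a median FPKM of 8.68 against 7.98. None of the 340 genes was called changed, 0 passed when adjusted over the list alone, and 15 were higher and 9 lower at an unadjusted p-value under 0.05.

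The copy includes SEP3, PIF4, ARF6, ARF8, TPR1 and SEU. LUG, which the legend of Fig. 5b counts among the factors with MORC7A peaks, is not in the copy, and which gene the copy lacks is not known here. SEP3 (AT1G24260, chromosome 1, 8593536 to 8596123) had 7.87 ± 6.85 TPM (SD, n = 3) in WT and 9.71 ± 4.43 TPM (SD, n = 3) in *morchex*, and its log2 fold change of 0.29 (standard error 0.499) ranged from -0.14 without replicate 3 of *morchex* to 1.3 without replicate 2 of WT. PIF4 (AT2G43010, chromosome 2, 17886101 to 17889087) had 49.4 ± 5.32 and 52.3 ± 5.53 TPM, a log2 fold change of 0.07 (standard error 0.129), which ranged from -0.01 to 0.13 over the alternatives. ARF6 (AT1G30330, chromosome 1, 10685822 to 10690988) had 9.52 ± 1.73 and 9.85 ± 0.84 TPM, a log2 fold change of 0.04 (standard error 0.122) with a range of -0.08 to 0.17. ARF8 (AT5G37020, chromosome 5, 14629453 to 14634454) had 6.59 ± 0.739 and 8.1 ± 0.774 TPM, a log2 fold change of 0.28 (standard error 0.157) with a range of 0.22 to 0.36. TPR1 (AT1G80490, chromosome 1, 30260818 to 30267125) had 7.66 ± 1.35 and 9.07 ± 0.666 TPM, a log2 fold change of 0.24 (standard error 0.123) with a range of 0.14 to 0.38. SEU (AT1G43850, chromosome 1, 16616988 to 16622049) had 11.8 ± 0.921 and 12.5 ± 0.816 TPM, a log2 fold change of 0.07 (standard error 0.089) that fell to -0.02 with each library's gene length trend removed. LUG (AT4G32551, chromosome 4, 15707425 to 15713662) was slightly lower in *morchex*, with 17.5 ± 0.782 TPM in WT and 17.1 ± 0.899 TPM in *morchex* (log2 fold change -0.05, standard error 0.096), and slightly higher (0.01) only without replicate 2 of *morchex* at T0. The edgeR adjusted p-values of these 7 genes lay between 0.737 and 0.974. Of the 7, 0 had an unadjusted p-value under 0.05 and 0 passed when adjusted over the list alone.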

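Between *morchex* and WT at T0, 46 genes were called up and 9 down of the 18827 tested. At T30, 88 genes were called up and 23 down. At the unadjusted p-value that the methods name, with the same fold change, 148 were up and 134 down at T0, and 352 up and 179 down at T30. Among the settings that kept the thresholds and all libraries, a fit to the groups compared alone moved the numbers at T30 most, to 31 up and 6 down against 41 up and 6 down at T0, so that more genes were then up at T0. In each of the other settings with all libraries more genes were up at T30 (with DESeq2, 70 against 56). Single libraries also moved the numbers at T30. Without replicate 2 of WT at T30, 58 genes were up and 10 down, and without replicate 1, 126 were down. Of the 46 genes up at T0, 45 were also up at T30. The libraries of both genotypes did not overlap for any of the 55 genes called at T0, which by chance holds for 10% of genes with 3 libraries against 3 and held for 15.1% of all tested genes. The genes were called on these same libraries, so this gives the calls no separate support. Genes that the reference annotation classes as pseudogenes made up 29 of the 46 genes called up at T0, against 173 of the 18827 tested genes. Whether this class holds transposable element genes was not examined.

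The smallest adjusted p-values at T0 belonged to 4 genes that were higher in *morchex*. AT4G04293, a pseudogene by the reference annotation (chromosome 4, 2076832 to 2077361), had 6.76 TPM in WT and 336 ± 14 TPM (SD, n = 3) in *morchex*. Its log2 fold change was 5.58 (standard error 0.21, adjusted p = 1.1e-09 from edgeR). SDC (AT2G17690, chromosome 2, 7682162 to 7684083) had 0.307 TPM in WT and 26.9 ± 5.78 TPM in *morchex* (log2 fold change 6.38, adjusted p = 8.9e-09). AT3G29639 (chromosome 3, 11478633 to 11480033) had a log2 fold change of 6.75 (adjusted p = 5.0e-08). ABCG38 (AT3G30842, chromosome 3, 12593810 to 12600432) had 837 counts in *morchex* and none in WT, at least 185-fold higher. At T30 the 4 genes were AT4G04293 (6.08), SDC (6.43), AT5G35480 (chromosome 5, 13687847 to 13689596; 4.01) on the log2 scale, and ABCG38, with 1096 counts in *morchex* against 1 count in WT.

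From T0 to T30, 1169 genes rose and 1356 fell in WT, and 1053 rose and 973 fell in *morchex*, which had 1 library fewer at T30. The 2 genotypes shared 846 of the genes that rose and 627 of those that fell. Of the 88 genes called up in *morchex* at T30, 25 were among the 2525 genes that changed with heat in WT. The difference of the heat response between the genotypes, tested as an interaction in the same fit, was called for no gene up and for 1 gene down, with 251 up and 135 down at an unadjusted p-value under 0.05 and a fold change over 2. That gene was MORC4, one of the genes mutated in *morchex*. It rose by 1.99 (log2) with heat in WT (8.87 ± 0.756 TPM at T30) and changed by -0.28 in *morchex* (7.48 ± 0.502 TPM), a difference of -2.26 (standard error 0.19, adjusted p = 9.1e-05). The next smallest adjusted p-values of the interaction were 0.194 (AT5G63410, log2 difference 1.19) and 0.313 (AT5G19730, -1.26), beside ARO3, which had no counts in WT at T30. On the FPKM scale, which TMM does not adjust, the median tested gene fell by 0.42 (log2) from T0 to T30 in WT and was 0.12 higher in *morchex* than in WT at T30.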

After heat treatment, *morchex* displayed a stronger response compared to the WT, with significantly more upregulated genes (Fig. 5c, d). Genes proximal to MORC7A were enriched in shoot apical meristem specification pathways, and consistently, we observed stronger upregulation of these genes in *morchex* after heat treatment (Additional file 1: Fig. S7).

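At T30, the median log2 fold change of the 340 tested MORC7A-proximal genes between *morchex* and WT was 0.09, beside 0.01 for all tested genes, and 213 of the 340 lay above 0. None was called changed, 50 were higher and 23 lower at an unadjusted p-value under 0.05, and 8 were higher and 3 lower when adjusted over the list alone, without a limit on the fold change. The list's mean minus the mean of all tested genes had an SD of 0.027 (log2) between libraries of one group. This SD is of another measure than the median. Without replicate 2 of *morchex* at T30 the median was 0.06. Each library's trend with gene length or GC content was not removed for this list. On group means of FPKM, 274 of 386 genes were higher in *morchex* and 94 lower (median 5.60 against 4.63 FPKM), and the median of the tested genes of the list stood 0.08 (log2) above that of all tested genes. The difference of the heat response between the genotypes had a median of 0.05 over the list and 0.01 over all tested genes, with 0 genes called and 22 genes higher and 8 lower at an unadjusted p-value under 0.05.

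The paper places topless-related genes in the shoot apical meristem pathway, and its text does not list the genes of Fig. S7. Of the TOPLESS family, TPL, TPR1, TPR2 and TPR3 are in the MORC7A list. TPR1 fell from T0 to T30 in WT (log2 fold change -1.17, adjusted p = 8.7e-06) and in *morchex* (-0.74, adjusted p = 0.0010). At T30 it had 2.56 ± 0.365 TPM (SD, n = 3) in WT and 4.44 ± 0.0778 TPM (SD, n = 2) in *morchex*, a log2 fold change of 0.67 (standard error 0.145, edgeR adjusted p = 0.0377). The adjusted p-value ranged from 0.0056 to 0.183 over the alternatives and was above 0.05 in 5 of them. TPR2 (AT3G16830, chromosome 3, 5731519 to 5737854) had 3.6 ± 0.545 TPM in WT and 6.13 ± 0.0424 TPM in *morchex* (log2 fold change 0.64, standard error 0.157, adjusted p = 0.0550, range 0.0105 to 0.183). TPR3 (AT5G27030, chromosome 5, 9508718 to 9515565) had 1.19 ± 0.405 and 2.00 ± 0.191 TPM (0.60, standard error 0.230, adjusted p = 0.154). TPL (AT1G15750, chromosome 1, 5414817 to 5421033) and TPR4 (AT3G15880, chromosome 3, 5364081 to 5372293) changed less, with log2 fold changes of 0.07 and 0.14 that became -0.14 and -0.07 when each library's gene length trend was removed. Adjusted over the 5 genes alone, 3 passed at T30, all higher in *morchex* (smallest value 0.0018). In the same way 0 passed at T0 and 4 at T48, all 4 higher in *morchex* (smallest value 0.0368). The interaction with heat was 0.43 for TPR1, 0.48 for TPR2 and 0.72 for TPR3 (log2), with an adjusted p-value of 0.537 for each, and 0 of the 5 genes passed when adjusted over the list alone (smallest value 0.0663). TPR2 and TPR3 also fell with heat (log2 fold change -0.84 and -0.98 in WT, -0.36 and -0.27 in *morchex*). The paper states from Fig. S7 that genes of this pathway were raised more in *morchex* after heat.

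**Figure D2:**
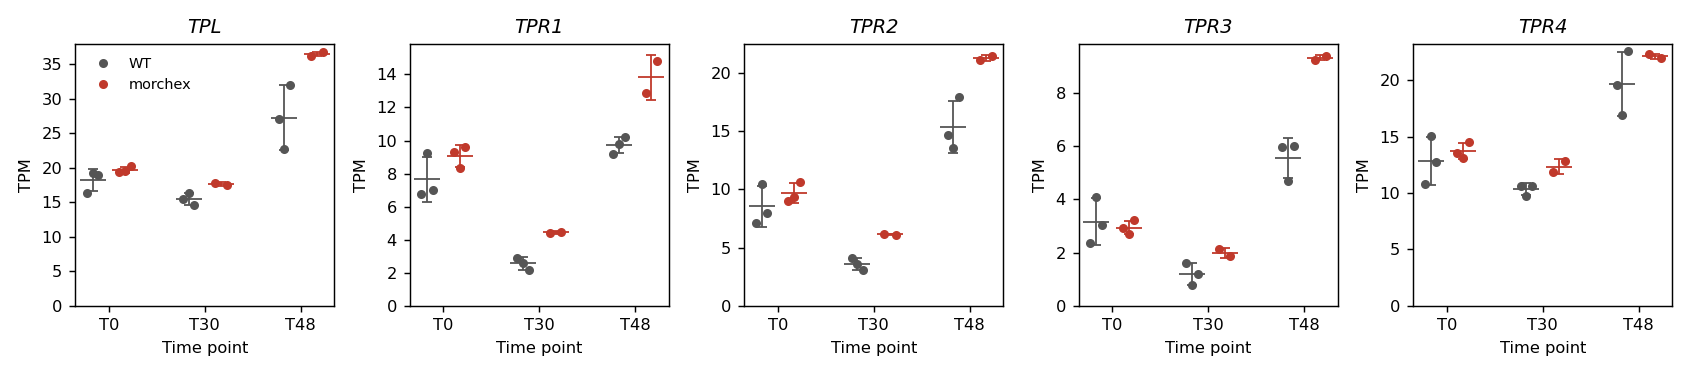
TPM of TPL and TPR1 to TPR4 at T0, T30 and T48 in WT (grey) and *morchex* (red). Each point is a library, the line is the group's mean and the error bar its SD; at T30, TPR1 averaged 2.56 TPM in WT and 4.44 TPM in *morchex*.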

**Fig. 5:**
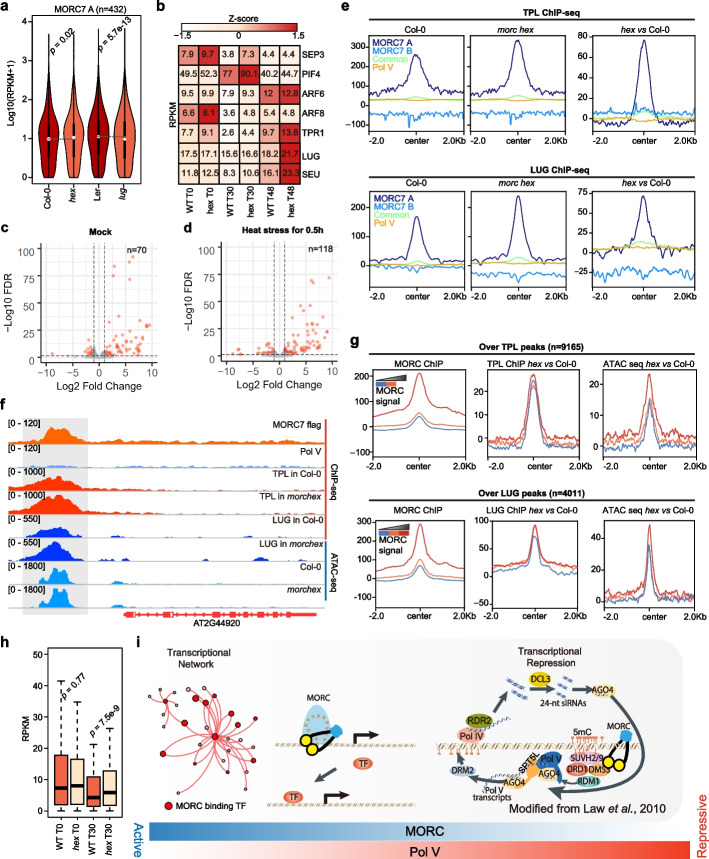
MORC proteins influence TF binding through chromatin compaction. **a** Violin plot showing expression levels of genes proximal to MORC7A with Col-0, *morchex* mutant, Ler (wild type background for *lug* mutant), and *lug* mutant. P values were estimated by the two-sided Wilcoxon rank-sum test. **b** Expression levels of transcriptional factors: SEP3, PIF4, ARF6/8, TPR1, LUG, and SEU (TFs with MORC7A peaks in their promoter regions), with Col-0 and *morchex* mutants following heat treatment. **c** Transcriptomic changes of *morchex* mutants under normal conditions. **d** Transcriptomic changes of *morchex* mutants after 30 min of heat treatment. **e** TPL and LUG binding over MORC7A-unique, MORC7B-unique, MORC7-Pol V Common, and Pol V unique regions. **f** A representative screenshot showing increased binding of TPL and LUG on MORC7A-unique regions in the *morchex* mutant. **g** Correlation of TPL/LUG binding and ATAC-seq alterations with MORC7 binding intensity in *morchex* mutant. **h** Boxplot showing the expression levels of genes directly regulated by LUG in Col-0 and *morchex* mutants following heat treatment for 30 min (T30). *P* values were estimated by the two-sided Wilcoxon rank-sum test. **i** A proposed model of the RdDM-independent functions of MORC proteins

To confirm that MORC proteins affect TF binding, and to understand how they affect downstream gene expression, we selected two TFs, TOPLESS (TPL) and LEUNIG (LUG), for ChIP-seq analysis, because they were present in the MORC7 IP-MS data [7]. We expressed TPL and LUG fused with a 3XFLAG-tag in both WT and *morchex*. 

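The authors immunoprecipitated 3xFLAG-tagged TPL and LUG from inflorescence and meristem tissue, with 1 library of each protein in WT and 1 in *morchex*. The methods name the anti-FLAG M2 antibody of Sigma and plants of 4 to 5 weeks, whereas the sample labels name an antibody of Abcam and plants of 5 to 6 weeks. Uniquely mapped reads without mismatches to TAIR10 were kept, duplicates were removed and peaks were called by MACS2. Each list gives the position, a score, the fold enrichment, the -log10 p and q and the summit of every peak, and no number of reads, so the depth behind a peak is not known here. Which control the peaks were called against is not named in the paper's text, and the anti-FLAG libraries of untagged WT were not used here. Peaks were compared by position with bedtools, and their q was used for ranks and thresholds within a list. With 1 library per genotype, no test between WT and *morchex* was made.

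According to the methods, full-length genomic fragments with native promoters were cloned. The cloning primers that Table S4 lists for LUG each match the reference once and enclose 6871 bp of chromosome 4 (15706486 to 15713356) over LUG. The primers listed for TPL also match once each, and enclose 7216 bp of chromosome 1 (30261097 to 30268312) over TPR1 (AT1G80490), and not over TPL (AT1G15750, 5414817 to 5421033). In both TPL lists the peak with the highest -log10 q covered this fragment, from 30261199 to 30269209 in WT and from 30261221 to 30268214 in *morchex*. The LUG fragment was covered by one peak in each list, from 15706513 to 15713325 in WT (rank 37 of 2721) and from 15706486 to 15713339 in *morchex* (rank 69 of 5351). Peaks covered between 97.0% and 99.8% of the fragments, against a median of 4.75% to 7.00% of the length of the other genes of at least 5 kb that held a peak. By the methods and these primers, the plants would carry the fragments as transgenes. Of the TPL gene itself, the peaks of these lists covered 16.1% in WT and 15.2% in *morchex*. The lists are called TPL after their labels.

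**Figure D3:**
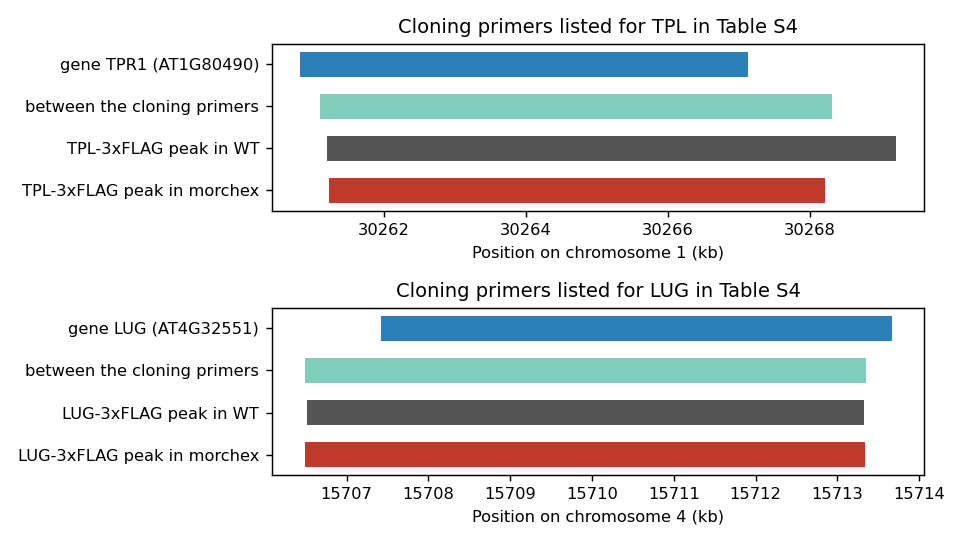
Positions in kb of the genes, the sequence between the cloning primers and the peaks of the tagged proteins in WT and *morchex*. The TPL primers enclose 30261097 to 30268312 of chromosome 1 over TPR1, and the LUG primers 15706486 to 15713356 of chromosome 4 over LUG.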

Consistent with the TF footprint analysis, both TPL and LUG displayed stronger binding at MORC7A regions, while only a slight increase in binding was noted for the MORC7-Pol V co-binding sites in *morchex* (Fig. 5e, f)* —* consistent with an increase in chromatin accessibility in *morchex* (Fig. 5g). 

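A gene was counted as bound when a peak summit lay from 1000 bp upstream to 200 bp downstream of its transcription start site. The lists labelled TPL come from plants whose cloned fragment, by the primers of Table S4, lies over TPR1 and not over TPL, and TPL is kept as the name on the labels. Of the MORC7A-proximal genes of the copy, 269 had a TPL peak in WT (63.4%, exact 95% binomial interval 58.7 to 68.0%) and 293 in *morchex* (69.1%), with 252 bound in both, 41 in *morchex* alone and 17 in WT alone. The share over all 32835 genes placed on the reference was 14.2% in WT and 19.1% in *morchex*. For LUG, 190 of these genes had a peak in WT (44.8%) and 251 in *morchex* (59.2%), with 178 bound in both, 73 in *morchex* alone and 12 in WT alone, while the share over all genes rose from 3.56% to 7.44%. Of the 1583 MORC7-Pol V Common genes in the copy of Table S1, the share with a TPL peak was 16.5% in WT and 21.5% in *morchex*, and that with a LUG peak 4.55% and 9.73%. Of the 1175 genes proximal to Pol V-unique peaks, the TPL shares were 8.43% and 12.4%, and the LUG shares 1.11% and 3.40%. In WT, a window of 3000 bp on either side of the start site raised the MORC7A shares to 93.2% for TPL and 67.5% for LUG, and a -log10 q of at least 10 lowered them to 42.0% and 21.0%. In *morchex* these shares were 95.8% and 83.3% with the window, and 54.2% and 34.9% at that q. For the Common genes, the window gave 34.1% in WT and 40.5% in *morchex* for TPL, and 12.9% and 22.1% for LUG. At that q the Common shares were 5.18% and 9.41% for TPL, and 1.01% and 2.59% for LUG. The shares count peaks that passed the authors' threshold, and intervals cover counting error alone.

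The region of Fig. 5f lies at AT2G44920 (chromosome 2, 18524311 to 18526827). A TPL peak covered its promoter in WT (18519308 to 18524481, rank 48 of 10267 by -log10 q) and in *morchex* (18520945 to 18524018, rank 19 of 12224). A LUG peak lay there in WT (18523247 to 18523724, rank 442 of 2721) and in *morchex* (18523143 to 18523764, rank 207 of 5351). The gene had 92.8 ± 17.1 TPM (SD, n = 3) in WT and 83.3 ± 8.3 TPM (SD, n = 3) in *morchex* at T0. Among the factors of Fig. 5b, the promoter of SEP3 had a LUG peak in WT (rank 563) and *morchex* (rank 274), that of ARF8 had TPL peaks (ranks 976 and 1392) and LUG peaks (ranks 812 and 1730), and in *morchex* alone that of PIF4 had a TPL peak (rank 6181), that of LUG a TPL peak (rank 8810) and that of TPR1 a LUG peak (rank 2418). The TPL peak at TPR1 and the LUG peak at LUG lay over the cloned fragments, and the promoters of ARF6 and SEU held no summit of any list.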

To test whether the binding strength of TPL and LUG might be higher in *morchex*, we ranked TPL and LUG binding sites based on the MORC ChIP-seq signals and divided them into three groups: high, middle and low (Fig. 5g). Overall, in the *morchex* mutant, we observed increased TPL and LUG binding, as well as increased chromatin accessibility across the regions with stronger MORC7 signals (Fig. 5g). 

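The TPL lists held 10267 peaks in WT and 12224 in *morchex*, covering 9.07 and 9.95 Mb, with a median width of 563 and 570 bp. The LUG lists held 2721 peaks in WT and 5351 in *morchex*, covering 1.06 and 2.27 Mb, with a median width of 314 and 344 bp. At a -log10 q of at least 10, 2459 TPL peaks were left in WT and 4540 in *morchex*, and 703 and 1479 LUG peaks. These numbers depend on the depth of each library, which the lists do not give. Fig. 5g shows about 9200 TPL and 4000 LUG peaks, so the sites ranked there may differ from these lists. The MORC7 ChIP-seq and ATAC-seq signals were not analysed here. From the signal over the ranked sites, the paper states that TPL and LUG binding and chromatin accessibility rose in *morchex* where MORC7 was strong.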

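RNA of Ler and of the *lug* mutant was sequenced with 3 libraries each. The paper gives Ler as the background of *lug*, while the growth text of the labels names Col-0 alone. The expected counts of a library, made as for the heat libraries, summed to between 11.4 and 15.9 M in Ler (median 11.6) and between 12.8 and 15.3 M in *lug* (median 13.4). The tables also list transposable elements. The 6 libraries were fitted alone, with 17643 genes and elements tested, and the biological coefficient of variation was 0.283. LUG itself (AT4G32551) had 20.7 ± 0.82 TPM (SD, n = 3) in Ler and 7.03 ± 0.388 TPM (SD, n = 3) in *lug*, a log2 fold change of -1.40 (standard error 0.114, adjusted p = 0.0069 from edgeR). Its adjusted p-value rose to 0.069 without replicate 1 of Ler and to 0.0567 without replicate 3 of Ler, and to 0.268 with the replicate number as a block.

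In *lug*, 37 genes and elements were called up and 36 down. With 1 library left out, the 73 calls fell to 7, 28 and 25 without replicates 1, 2 and 3 of Ler and to 33 and 30 without replicates 1 and 2 of *lug*, and rose to 145 without replicate 3 of *lug*. DESeq2, the setting fixed in advance that raised the numbers most at an adjusted p-value, called 112 up and 105 down, which included all 37 and all 36. The libraries of both groups did not overlap for any of the 73, against 10% of genes by chance and 13.1% of all those tested. As at T0, the calls rest on these same libraries, so this gives them no separate support. Of the 62 called genes on the reference, 35 lay on chromosome 3, where 20.0% of the tested genes lie. The 4 smallest adjusted p-values among them belonged to AT1G27540 (chromosome 1, 9565913 to 9567906; log2 fold change -3.59, adjusted p = 0.0017), TRM9 (AT1G31600, chromosome 1, 11312961 to 11316582; 3.29, adjusted p = 0.0049), RPM1 (AT3G07040, chromosome 3, 2225855 to 2229555) and AT1G27580 (chromosome 1, 9589807 to 9591075). RPM1 had no counts in *lug* and 696 in Ler, at least 247-fold lower, and AT1G27580 had 3 and 1821 counts.

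Of the MORC7A-proximal genes, 325 were tested in *lug*. Their median log2 fold change was -0.01, beside 0.01 over all tested genes, and ranged from -0.07 to 0.04 with 1 library left out in turn. On group means of FPKM, 113 of the 386 genes in the tables were higher in *lug* and 257 lower, with a median of 7.59 FPKM against 8.42. On that scale the median of all tested genes also fell by 0.11 (log2), and the genes of the list stood -0.02 from it. None of the 325 genes was called changed, 0 passed when adjusted over the list alone, and 19 were higher and 15 lower at an unadjusted p-value under 0.05.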

We found that MORC7A-bound genes were downregulated (*p* = 5.7E − 13) in the *lug* mutant, suggesting that LUG may facilitate expression of these genes (Fig. 5a). 

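In the LUG ChIP-seq list of WT, 1378 genes of the reference annotation had a peak summit from 1000 bp upstream to 200 bp downstream of the start site. Of the 62 genes called changed between *lug* and Ler, 1 was among them, BRG2 (AT1G79110, chromosome 1), with a log2 fold change of -1.29 (adjusted p = 0.0237 from edgeR). BRG2 is named because this count singled it out, after the values were seen. At an unadjusted p-value under 0.05 and a fold change over 2, the threshold in the methods, 425 genes changed and 24 of them had a LUG peak. With DESeq2, 202 genes changed and 12 had a LUG peak, and with peaks within 3000 bp of the start site, 2 of the 62 did, LUG being the other. The unadjusted p-value and the window of 3000 bp together, a combination chosen after the data were seen, gave 60 of the 425.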

Using ChIP-seq data together with RNA-seq data in the *lug* mutant, we identified 95 genes that appeared to be directly regulated by LUG (Additional file 4: Table S3). We found that these LUG-regulated genes were upregulated (*p* = 0.77) in *morchex*, particularly after heat treatment (*p* = 7.5E − 9, Fig. 5h). 

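Table S3 lists 95 genes, of which 83 were tested in the heat libraries. Their values in *morchex* and WT were compared by camera, which sets the genes of a list against all other tested genes with a preset correlation of 0.01 between genes. At T0, the median log2 fold change of the list was -0.03, with 36 of the 83 genes above 0 (camera p-value 0.877), and leaving out 1 library in turn gave -0.07 to 0.00. At T30 it was 0.16, with 56 of the 83 above 0 (camera p-value 0.0118), beside 0.01 for all tested genes. The difference of the heat response between the genotypes had a median of 0.18, with 53 of the 83 above 0 (camera p-value 0.0087). Both p-values stayed under 0.05 with fry (0.0017 and 0.0093) and with an estimated correlation (0.038 and 0.033), and adjusted over the 8 contrasts that camera was run for they were 0.0349 each. The list fell from T0 to T30 in WT (median -0.24, camera p-value 0.0131, adjusted 0.0349), and in *morchex* its median was -0.14 (camera p-value 0.206). Of single genes, 0 were called changed at T0 or T30, 6 were higher and 3 lower at T0 and 13 higher and 1 lower at T30 at an unadjusted p-value under 0.05, and 0 at T0 and 2 at T30 (both higher) passed when adjusted over the list alone.

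The legend of Fig. 5 names a two-sided Wilcoxon rank-sum test. Run across the 95 genes on each group's mean FPKM, it gave p = 0.932 at T0 (permutation p = 0.930), with a median of 7.72 FPKM in *morchex* and 7.07 in WT, 47 genes higher and 44 lower. At T30 it gave p = 0.438 (permutation p = 0.438), with a median of 5.73 FPKM in *morchex* and 4.22 in WT, 71 genes higher and 20 lower. A signed-rank test paired by gene, the alternative set in advance that moved it most, gave p = 0.711 at T0 (permutation p = 0.712) and p = 2.5e-08 at T30 (permutation p = 1.0e-05, the smallest that 100000 resamples can give). Genes of one library are not independent replicates, so neither test carries the spread between plants. The paper concludes from Fig. 5h that genes regulated by LUG were raised in *morchex*, above all after heat.

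**Figure D4:**
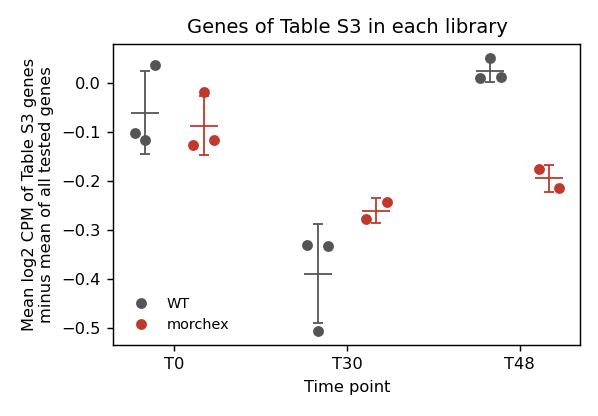
Mean log2 CPM of the Table S3 genes minus the mean of all tested genes in each library, at T0, T30 and T48 in WT (grey) and *morchex* (red). Points are libraries, lines the group means and error bars the SD; the list was lowest in WT at T30, where the median log2 fold change of *morchex* over WT was 0.16.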

Motif enrichment analysis indicated that most overrepresented motifs were largely similar between wild-type and *morchex* mutant (Additional file 1: Fig. S8). However, we identified some peaks by the peak calling method MACS2 in *morchex* mutants that were not called as a peak in wild type. 

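A peak in *morchex* was counted as absent from WT when it shared no base with any WT peak of the same protein. Of the TPL peaks in *morchex*, 2632 were of this kind (21.5%, exact 95% binomial interval 20.8 to 22.3%), and of the LUG peaks 2883 (53.9%, 52.5 to 55.2%). In the other direction, 883 TPL peaks (8.60%) and 166 LUG peaks (6.10%) of WT had no peak in *morchex*. The peaks found in *morchex* alone were weaker in their list, with a median -log10 q of 3.61 against 9.27 for the shared TPL peaks and 4.45 against 10.5 for the shared LUG peaks. Of the *morchex* peaks with a -log10 q of at least 10, 0.947% (TPL) and 11.3% (LUG) had no WT peak of any q, and 42.9% and 55.9% had none that reached 10 as well. With as many peaks from each list, the strongest by q, 15.0% of the TPL peaks in *morchex* lacked one in WT and 15.1% of those in WT lacked one in *morchex*, and for LUG the shares were 28.3% and 24.8%.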

A metaplot of ChIP-seq signal over these regions showed a higher signal for TPL and LUG in *morchex* as compared to wild type (Additional file 1: Fig. S9).

## Discussion

We previously reported that MORC proteins are localized to sites of RdDM throughout the genome, and function as molecular tethers to facilitate the efficient establishment of RdDM [7]. We showed that this RdDM-related function of MORC proteins is critical for de novo transgene silencing [7, 23]; however, this model does not explain other functions of MORC proteins. For example, MORC1 and MORC6 were shown to work downstream of DNA methylation to repress the expression of both the endogenous *SDC* gene and an *SDC* transgene, as well as other DNA-methylated targets in the genome [9]. In addition, *morc* mutants display various disease phenotypes; for example, Kang et al. [8] reported that *morc1* is susceptible to Turnip Crinkle Virus (TRV), while Harris et al. [6] reported that *morchex* is susceptible to the *Hyaloperonospora arabidopsidis* (Hpa) strain, Emwa1. However, the molecular mechanisms underlying the additional functions of the MORC proteins remain unknown.

Here, we investigated the function of MORC7 in regions where RdDM does not occur, particularly those near genes where no DNA methylation is present. We found that MORC proteins reduce chromatin accessibility within these regions. Previous in vitro studies showed that *C. elegans* MORC1 homodimers can topologically entrap and condense DNA through further oligomerization of MORC1 proteins [2]. In addition, Arabidopsis *morc* mutants display pericentromeric heterochromatin decondensation [9], which takes place with minimal losses of DNA methylation throughout the genome. This indicates that MORC proteins contribute to chromatin compaction independently of DNA methylation [9]. We show here that MORC proteins reduce chromatin accessibility in methylation-free promoter regions of DNA, which may explain their mechanism for methylation-independent gene regulation. We suggest that Arabidopsis MORCs may use a similar mechanism of chromatin compaction to that of *C. elegans* MORC1 — compacting chromatin by topological entrapment, thereby reducing its accessibility to TFs.

Plant MORCs have been implicated in plant pathogen responses. MORCs promote resistance in some plant species and inhibit defense responses in others [8]. Upregulation of protein-coding genes was previously shown in *morc4 morc7*; although, the underlying mechanism of this was unknown [6]. Here, we report that MORC proteins regulate gene expression by compacting chromatin in promoter regions, thereby preventing access by TFs. In addition, MORCs preferentially bound to the promoter regions of TF genes, contributing to their regulation, and our crosslinked IP-MS data suggested that MORCs are in close proximity to many TFs. A previous study suggested that the proteins SUVH2 and SUVH9 bind to methylated DNA and recruit MORC proteins to RdDM loci to facilitate the efficiency of RdDM and gene silencing [25]. However, the question of how MORC proteins are recruited to regions devoid of RdDM remains to be answered. Interestingly, we observed that many of TFs interacting with MORC7 bind to their own promoters suggesting regulation by a feedforward loop, which may amplify the effects of MORCs on transcriptional networks.

Finally, we showed that MORC proteins are important for the regulation of gene expression, particularly under stress conditions. We also found altered expression of heat-responsive genes in *morchex*. Like with its role in plant pathogen defense response, it seems likely that the role of MORCs in stress responses relates to its effects on chromatin compaction of promoter regions and TF networks.

## Conclusions

MORC proteins have a broad binding spectrum in the genome and appear to participate in at least three separate processes. They co-localize to sites of RdDM, facilitating efficient DNA methylation establishment [7], they are needed to repress DNA methylated areas of pericentromeric heterochromatin in a DNA methylation-independent manner [9], and they co-localize with TFs in unmethylated promoter regions, regulating TF binding and gene expression by altering chromatin accessibility (Fig. 5i). Although it seems likely that MORC act in each of these processes by topologically entrapping DNA, there are likely mechanistic differences that can explain the localization and function of MORCs in these three different epigenetic environments in the genome.

## Methods

### Plant materials and growth conditions

All plants in this study were grown in standard greenhouse conditions (22–25 °C, 16 h light/8 h dark). The following plant materials were used in this study: *morchex* consisting of *morc1-2* (SAIL_893_B06), *morc2-1* (SALK_072774C), *morc4-1* (SALK_051729), *morc5-1* (SALK_049050C), *morc6-3* (GABI_599B06), and *morc7-1* (SALK_051729). For heat treatments, plants were grown under 37 °C for 0.5 h and put back to normal temperature for 48 h for recovery.

### Epitope-tagged transgenic lines

Full-length genomic DNA fragments, including native promoter sequences, were cloned into pENTR/D vectors (Invitrogen), and then into modified destination vectors carrying 3xFLAG with LR Clonase (Invitrogen). All primers used in this study are available in Additional file 5: Table S4.

### Nuclei extraction and ATAC-seq library preparation

The nuclei collection process from inflorescence and meristem tissues was performed in accordance with previously described methods [26, 27]. Freshly isolated nuclei were used for ATAC-seq, as described elsewhere [28]. Inflorescence tissues were collected for extraction of nuclei as follows: 5 g (approximately) of inflorescence tissue was collected and immediately transferred into the ice-cold grinding buffer (300 mM sucrose, 20 mM Tris pH 8, 5 mM MgCl_2_, 5 mM KCl, 0.2% Triton X-100, 5 mM β-mercaptoethanol, and 35% glycerol); the samples were then ground with Omni International General Laboratory Homogenizer at 4 °C, and filtered through a two-layer Miracloth using a 40-µm nylon mesh Cell Strainer (Fisher). Samples were spin filtered for 10 min at 3000 g, the supernatant was discarded, and the pellet was resuspended with 25 ml of grinding buffer using a Dounce homogenizer. The wash step was performed twice in total. Nuclei were then resuspended in 0.5 ml of freezing buffer (50 mM Tris pH 8, 5 mM MgCl_2_, 20% glycerol, and 5 mM β-mercaptoethanol). Nuclei were then subjected to a transposition reaction with Tn5 (Illumina). For the transposition reaction, 25 µl of 2 × DMF (66 mM Tris–acetate pH 7.8, 132 mM K-Acetate, 20 mM Mg-Acetate, and 32% DMF) was mixed with 2.5 µl Tn5 and 22.5 µl nuclei suspension at 37 °C for 30 min. The transposed DNA fragments were then purified with ChIP DNA Clean & Concentrator Kit (Zymo). Libraries were prepared with Phusion High-Fidelity DNA Polymerase (NEB), in a system containing: 12.5 µl 2 × Phusion, 1.25 µl 10 mM Ad1 primer, 1.25 µl 10 mM Ad2 primer, 4 µl ddH2O, and 6 µl purified transposed DNA fragments. The ATAC-seq libraries were sequenced on a NovaSeq 6000 sequencer (Illumina).

### RNA-seq library preparation

Total RNAs were extracted from ~ 100 mg of flower buds using TRIzol and the Direct-zol RNA Miniprep kit (Zymo, R2050). Sequencing libraries were prepared using the TruSeq Stranded mRNA Library Prep kit (Illumina), according to the manufacturer's instructions, and sequenced on a NovaSeq 6000 sequencer (Illumina).

### ChIP-seq library preparation

10 g of inflorescence and meristem tissues were used for ChIP-seq. ChIP assays were performed as has been described previously [29]. Briefly, 2–4 g of flower tissue was collected from 4- to 5-week-old plants, and ground with liquid nitrogen. 1% formaldehyde containing a nuclei isolation buffer was used to fix the chromatin for ten minutes. Freshly prepared glycine was then used to terminate the crossing reaction. Shearing was performed via Bioruptor Plus (Diagenode), and immunoprecipitations with antibodies were performed overnight at 4 °C. The anti-FLAG M2 (Sigma) antibody was used in this study. Magnetic Protein A and Protein G Dynabeads (Invitrogen) were added and incubated at 4 °C for 2 h. The reverse crosslink was performed overnight at 65 °C. The protein-DNA mix was then treated with Protease K (Invitrogen) at 45 °C for 4 h. The DNA was purified and precipitated with 3 M Sodium Acetate (Invitrogen), glycoBlue (Invitrogen), and ethanol overnight at − 20 °C. The precipitated DNA was then used for library preparation using the Ovation Ultra Low System V2 kit (NuGEN), which was then sequenced using an Illumina NovaSeq 6000 sequencer.

### Small RNA-seq analysis

Small RNA-seq reads were downloaded from a previous paper [30]. Adaptor sequence (TGGAATTCTCGG) was trimmed with trim_galore, and trimmed reads were mapped to the reference genome TAIR10 using Bowtie2 with only one unique hit and zero mismatches [31].

### ATAC-seq analysis

ATAC-seq read adaptors were removed using trim_galore. The reads were then mapped to the Arabidopsis thaliana reference genome, TAIR10, using Bowtie2 (-X 2000 -m 1) [31]. Reads of chloroplast and mitochondrial DNA were filtered out and duplicate reads were removed using Samtools [32]. ATAC-Seq open chromatin peaks of each replicate were called using MACS2 with parameters of -p 0.01 –nomodel –shift -100 –extsize 200. Consensus sets of chromatin peaks for all samples were merged by bedtools (v2.26.0) intersect allowing a distance of 10 base pairs [33]. Following this, edgeR was used to define significant changes between peaks [fold change, (FC) > 2 and false discovery rate, (FDR) < 0.05] [34]. ATAC-seq peak distributions were annotated using ChIPseeker [35]. TF footprints were analyzed by TOBIAS [21] with 572 plant TF motifs downloaded from JASPAR (http://jaspar.genereg.net/) [22].

### RNA-seq analysis

Cleaned short reads were aligned to the reference genome, TAIR10, by Bowtie2 (v2.1.0) [31]. Expression abundance was then calculated by RSEM using the default parameters [36]. Heatmaps were visualized using the R package pheatmap. Differential expression analysis was conducted using edgeR [34]. A threshold of *p*-value < 0.05 and fold change > 2 were used to decide whether there were any significant differences in expression between samples.

### ChIP-seq analysis

ChIP-seq data was aligned to the TAIR10 reference genome with Bowtie2 (v2.1.0) [31], only including uniquely mapped reads without any mismatches. Duplicated reads were removed by Samtools. ChIP-seq peaks were called by MACS2 (v2.1.1) and annotated using ChIPseeker [35]. Differential peaks were called by the bdgdiff function in MACS2 [37]. ChIP-seq data metaplots were plotted by deeptools (v2.5.1) [38]. Correlation of MORC7 with ChIP-seq data was conducted with ChromHMM [39]. H3K9ac, H3K27ac, H4K16ac, H3K4me1, H3K4me3, H3K36me2, H3K36me3, H3K9me2, H3K27me3, Pol II, and Pol V, as published previously, were included in this analysis (Additional file 6: Table S5). Motif enrichment analysis was performed with MEME (v5.0.5) [40].

### Whole-genome bisulfite sequencing (BS-seq) analysis

Previously published whole-genome bisulfite sequencing data for *morc* mutants and wild type was reanalyzed [6]. Briefly, Trim_galore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) was used to trim adapters. BS-seq reads were aligned to the TAIR10 reference genome by BSMAP (v2.90), allowing two mismatches and one best hit (-v 2 -w 1) [41]. Reads with three or more consecutive CHH sites were considered to be unconverted reads and were filtered out. DNA methylation levels were defined as #C/ (#C + #T).

## Supplementary Information

**Additional file 1: Figure S1.** Chromatin states of MORC7. **Figure S2.** Small RNA data over MORC7 peaks. **Figure S3. **Examples showing MORC7 enrichment over the promoter regions of the *TOPLESS* genes. **Figure S4.** MORC7 associates with some TFs. **Figure S5.** Metaplot and heatmap showing chromatin accessibility changes. **Figure S6.** Volcano plot showing TF changes for ZF off-target sites. **Figure S7.** Expression levels of genes in the primary shoot apical meristem specification pathway, with and without heat treatment, in Col-0 and *morchex* mutants. **Figure S8.** Motif enrichment of TPL and LUG peaks identified in Col-0 or *morchex* mutant. **Figure S9.** Metaplot and heatmap showing ChIP-seq signals over peaks detected in *morchex* mutant.

**Additional file 2: Table S1.** Genes proximal to MORC7A-unique, MORC7B-unique, MORC7-Pol V Common, and Pol V-unique peaks.

**Additional file 3: Table S2.** List of MORC7 interacting proteins.

**Additional file 4: Table S3.** Expression level of LUG directly regulated genes in Ler and lug mutant.

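The columns of Table S3 are headed with WT and *morchex* at the time points of the heat treatment, although its title names Ler and *lug*. All 1045 values of the table equal the deposited TPM of those libraries, and 140 (13.4%) also equal the FPKM, whereas the axes of Fig. 5 are labelled RPKM. In the Ler and *lug* libraries, 80 of the 95 genes were tested, 34 with a log2 fold change above 0 and 46 below. Of the 80, 1 was called changed (AT1G79110), 19 passed an unadjusted p-value under 0.05 with a fold change over 2, and 3 higher and 6 lower genes passed when adjusted over the list alone. The median log2 fold change was -0.04 (camera p-value 0.0921), and ranged from -0.20 to 0.02 with 1 library left out in turn. By the paper the list came from ChIP-seq and RNA-seq of *lug*, so these libraries give no independent evidence for it. How the expression data entered the choice is not known here, since 19 of the 80 tested genes passed the threshold of the methods. In WT, 87 of the 95 genes had a LUG peak and 68 a TPL peak in the promoter window, and with a window of 3000 bp on either side of the start site 95 had a LUG peak.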

**Additional file 5: Table S4.** Primers used in this study.

**Additional file 6: Table S5.** Published ChIP-seq data used for ChromHMM states analysis.

**Additional file 7.** Review history.

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. All high-throughput sequencing data generated in this study are accessible at NCBI’s Gene Expression Omnibus (GEO) via GEO Series accession number GSE212801 [42]. The customized codes used in this study are available Github [43], Figshare [44], and is released under the terms of the GNU General Public License (GPL) version 3.0 (https://opensource.org/license/gpl-3-0/). ChIP-seq data from the following studies and accession numbers were used: Liu et al. [26] (GSM2667837 [45]), Liu et al. [46] (GSM4275144 [47], GSM4275146 [48]), Zhu et al. [49] (SRR1509479 [50]), Harris et al. [51] (GSM2897853 [52]), Jégu et al. [53] (GSM2366606 [54]), Chen et al. [55] (GSM2882803 [56]), Lu et al. [57] (GSM3674621 [58]), and Zhong et al. [59] (GSM5684049 [60], GSM5684053 [61], GSM5684057 [62]).

# Supplementary material for: MORC proteins regulate transcription factor binding by mediating chromatin compaction in active chromatin regions
**Source:** Genome Biol. 2023 Apr 26;24:96. doi: 10.1186/s13059-023-02939-4
**Supplement:** Supplementary file 6 — Additional file 6: Table S5. Published ChIP-seq data used for ChromHMM states analysis.

**Table S5** Published ChIP-seq data used for ChromHMM states analysis.

| **Data** | **SRA link** |
| --- | --- |
| Pol V | GSM2667837 [45] |
| H3K27me3 | SRR10905142 [47] |
| H3K27ac | SRR1509479 [50] |
| H3K9me2 | GSM2897853 [52] |
| H3K4me3 | SRR10905140 [48] |
| H3K9ac | GSM2366606 [54] |
| H4K16ac | GSM2882803 [56] |
| H3K4me1 | GSM3674621 [58] |
| H3K36me2 | GSM5684049 [60] |
| H3K36me3 | GSM5684053 [61] |
| Pol II | GSM5684057 [62] |

How the deposited data were processed for this re-analysis (not part of the article)

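RNA-seq libraries of WT (Col-0) and *morchex* at T0, T30 and T48 (16 libraries), RNA-seq libraries of Ler and *lug* (3 each) and ChIP-seq peak lists of 3xFLAG-tagged TPL and LUG in WT and in *morchex* (1 list each) were analysed from the processed files that the authors deposited. Conditions and replicate numbers were taken from the sample labels and the paper. The ATAC-seq libraries, the anti-FLAG libraries of untagged WT, and the MORC7 ChIP-seq and bisulfite data were not analysed here.

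For RNA-seq, the authors aligned reads to TAIR10 with Bowtie2 v2.1.0 and quantified them with RSEM, and the deposited tables give an expected count, TPM and FPKM for each gene and library. The expected count is not normalized, TPM and FPKM are divided by the effective length of the gene, TPM then scaled to a fixed sum and FPKM divided by the aligned reads. The tables of Ler and *lug* also hold transposable elements. Of the gene identifiers, 32835 have a locus in the reference annotation, which gave the positions. For ChIP-seq, the authors called peaks with MACS2 v2.1.1, and the deposited lists give a score (MACS2's integer, near 10 times the -log10 q), the fold enrichment (a ratio over the local background), the -log10 p and the -log10 q of each peak. MACS2 ranks a peak within its own library, so these values were used for ranks and thresholds within a list. The reference build was checked by moving the TPL peaks of WT: the share of genes with a promoter summit was 14.2% at the positions as listed and 10.3% to 10.6% after a shift.

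Expected counts were rounded and tested with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes with low counts were removed by edgeR's filter by group, which left 18827 genes in the heat libraries and 17643 genes and elements in Ler and *lug*. TMM factors lay between 1.01 and 1.06 at T0, 0.752 and 0.876 at T30, 1.16 and 1.24 at T48, and 0.896 and 1.10 in Ler and *lug*. A quasi-likelihood model was fitted once to the 16 heat libraries in 6 groups, because *morchex* has 2 libraries at T30 and at T48, and once to Ler and *lug*. The contrasts were *morchex* against WT at each time point, T30 against T0 in each genotype, the interaction of genotype and heat, and *lug* against Ler. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 2. A gene with no counts in a group was given a lower bound on its fold change, computed against 3 counts. The 95 genes of Table S3 were tested as a list with camera (preset correlation 0.01), and with the two-sided rank-sum test that the legend of Fig. 5 names, with 100000 permutations beside it. The copy of Table S1 lacks genes of the MORC7A, MORC7-Pol V Common and Pol V lists that the paper counts, so these lists are described by medians and shares and were not tested as lists. Peaks were intersected with bedtools 2.31.1 at 1 bp or more, shares have exact (Clopper-Pearson) 95% intervals, and a promoter ran from 1000 bp upstream to 200 bp downstream of the transcription start site. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the tables and figures.

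The genes named were fixed before the data were examined. They are the genes that the RNA-seq and ChIP-seq paragraphs or Fig. 5b name, the other TOPLESS genes, the 6 MORC genes, AT2G44920 of Fig. 5f, 7 floral homeotic genes (AP1, AP3, PI, AG, SEP1, SEP2 and SEP3), and, for *morchex* against WT at each time point and for *lug*, the 4 called genes with the smallest adjusted p-value whose libraries do not overlap between the groups (for the interaction, the 4 smallest adjusted p-values). Marker lists of 7 anther genes and 6 clock genes, which are outside this rule, were added after the data were examined, and BRG2 was named after its values were seen.

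The alternatives set in advance were DESeq2 1.42.0 with its size factors, no filter on low counts, an unadjusted p-value, no fold-change threshold, a fit to the groups compared alone, the replicate number as a block, each library left out in turn, log2(FPKM + 1) in place of counts, with a pseudocount of 1, for the MORC7A genes, fry and an estimated correlation in place of camera's preset, paired and pooled rank tests and TPM for Table S3, a -log10 q of at least 10 in one list or in both, a 50% reciprocal overlap, equal numbers of peaks, and a window of 3000 bp. Added after the data were seen were counts thinned to 8606364 per library, removal of each library's trend with gene length or GC content, a contrast of the genotype effect between T48 and T0, a signed-rank test on TPM, and, for the genes with a LUG peak, the unadjusted p-value together with the window of 3000 bp or the -log10 q of at least 10. The trends with gene length and GC content were removed for numbers of genes called and for single genes, and not for the lists. Camera's p-values were also adjusted over the 8 contrasts it was run for. The pipeline was tested on simulated data with the same libraries, in which 200 genes above a minimum mean count were changed 4-fold. Of these, 98.5% were recovered at T0, 96.5% at T30, 98.5% at T48, 92.5% in the interaction and 89% in *lug* against Ler, with 3, 7, 10, 12 and 12 unchanged genes called. In each of these contrasts, 0 of 200 random lists of 95 genes had a camera p-value under 0.05. Genes were simulated independently of each other, so this does not cover lists of correlated genes. The random seed was 20230426.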

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

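Tests chosen only after the result was seen were those of sequencing depth, of swapped labels, of reads shared between MORC4 and MORC7, of a single library (on fits set in advance), of a kept heat response, and of the other splits, the removal of trends with gene length and GC content, and the contrast of the genotype effect between T48 and T0; the clock genes were chosen once the number of genes called at T48 had been seen.

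MORC4 was flagged because its response to heat differed between the genotypes: the difference between *morchex* and WT was -2.26 on the log2 scale. *morchex* had more MORC4 transcript than WT at T0 (log2 fold change 1.90) and at T48 (1.99), and not at T30 (-0.36, edgeR adjusted p = 0.143), where MORC4 had risen in WT. After all heat libraries were thinned to one depth the difference was -2.34, which argues against depth. MORC7, the paralog of MORC4, fell by 2.03 in *morchex* at T0 (log2 fold change -2.03), so reads shared with MORC7 would have moved MORC4 the other way. What stays open is where the reads lie: an insertion in *morc4* could give a transcript that starts in it, and counts per gene do not show this. The genotyping primers listed for *morc4-1* enclose 20649615 to 20650712 of chromosome 5, over the start of MORC4 (20650086). The site of the insertion itself was not mapped here. Which insertion the plants carry is open too, since the methods give one line for both *morc4* and *morc7* and Table S4 gives another for *morc4*. A biological response of MORC4 to heat that *morchex* lacks is a hypothesis, since it was found and tested on the same libraries.

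The genes of Table S3 were flagged because their median response to heat was 0.178 higher in *morchex* than in WT (log2). With thinned counts the camera p-value of the difference was 0.0106, so depth did not decide it. Without one library other than those of *morchex* at T30 the largest camera p-value was 0.0368, so none of these decided it alone. Without either of the 2 *morchex* libraries at T30 a fit gives no p-value (smallest median 0.119), so a result decided by one of them cannot be told apart from one that both carry. The list had a lower mean in each of the 3 WT libraries at T30 than in either *morchex* library. Plants of each genotype were sampled separately, and a difference in tissue or stage between the samples of T30 stays open as untested. Trends with gene length or GC content were not removed for this list, so they stay open too. A heat response of these genes that depends on MORC is a hypothesis, found and tested on the same libraries.

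T48 was flagged because the paper's text reports on T0 and T30 and the RNA-seq at T48 carries a signal: 545 genes were called up and 624 down between *morchex* and WT. The contrast of the genotype effect between T48 and T0 called 247 genes up and 449 down. Thinned to one depth, the libraries gave 1072 genes called at T48. With each library's trend with gene length removed they gave 958, and with the trend with GC content removed 1133, so these technical differences do not account for the number. Of the 6 clock genes, 0 were called at T48 (1 higher and 1 lower at an unadjusted p-value under 0.05), which argues against a large difference in the time of day of harvest. LHY rose by 1.16 (log2, edgeR adjusted p = 0.0992), so a small one stays open. Of the genes called up at T48, 6.61% had risen with heat in WT, against 6.21% of all tested genes, and the genes that rose with heat had a camera p-value of 0.35 at T48, which argues against a heat response kept by *morchex* for the genes called up. Of the genes called down, 19.9% had fallen with heat in WT, against 7.20% of all tested genes (124 fell and 30 rose), and the genes that fell with heat had a median of -0.11 at T48 (camera p-value 0.0635), so a kept response stays open for genes called down. Of the values of MORC1, MORC2 and MORC6 at T48, 0 lay within the range of the other genotype, which argues against swapped labels. *morchex* had 2 libraries at T48 and WT 3, and the labels give no batch of growth or harvest, so a separate growth or harvest of the genotypes could not be tested. A difference in recovery from heat between the genotypes is a hypothesis with that reservation.

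For 3 comparisons of 3 libraries against 3, every other split of the 6 libraries was tested. At T0, 1 of the 10 splits of the *morchex* and WT libraries, the real one, gave as many genes called, and the largest other split gave 0. The same held for the heat response of WT (1 of the 10 splits, largest other split 0) and for *lug* against Ler (1 of the 10 splits, largest other split 0). With 10 splits the share is never under 0.1, so chance cannot be told apart from the design by this test alone. Separate libraries argue against chance for the first 2: of the 46 genes up at T0, 45 were also up at T30, and of the 1169 genes that rose and the 1356 that fell with heat in WT, 846 and 627 did so in *morchex*. For *lug* no separate libraries were analysed.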

How the results depend on the processing

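Chosen only after the values were seen were thinning, the removal of trends with gene length and GC content, the contrast of the genotype effect between T48 and T0 with its alternatives, the signed-rank test on TPM, and the unadjusted p-value together with another choice of LUG peaks. Of 32 results, 5 were unchanged under every alternative. With 1 library left out, 3 medians near 0 changed sign: those of the MORC7A genes in *lug* (from -0.07 to 0.04) and of the Table S3 genes at T0 (from -0.0699 to 0.00239) and in *lug* (below). So did 9 fold changes of single genes, under leaving out, thinning or the removal of the gene length trend. Unless a sentence gives it, the cause was not tested.

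An unadjusted p-value under 0.05 with a fold change over 2, a wider threshold by construction, called 148 genes up and 134 down at T0, 352 and 179 at T30, 251 and 135 in the interaction of genotype and heat, 575 and 809 in the contrast of T48 and T0, and 211 and 236 in *lug*, of which 24 had a LUG peak (60 with a window of 3000 bp on either side of the start site, and 7 with a -log10 q of at least 10). Without a fold-change threshold, also wider by construction, 173 genes were up and 121 down at T30, 2379 and 2361 at T48, 3641 and 3716 in the heat response of WT, 2854 and 2812 in that of *morchex*, and 712 and 961 in the contrast of T48 and T0.

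DESeq2 called 70 genes up and 38 down at T30, against 88 and 23 in edgeR, and the tools shared 34 up and 13 down. It called 3 up and 4 down in the interaction, and 112 up and 105 down in *lug*, of which 12 had a LUG peak. With only the groups compared in the fit, and so fewer libraries, 31 genes were up and 6 down at T30, and 41 and 6 at T0, and in each other setting with all libraries more genes were up at T30 than at T0. With the replicate number as a block, 42 genes were down at T30, and 0 were up and 0 down in *lug* (332 and 380 at an unadjusted p-value under 0.05, without a fold-change threshold). Replicate numbers do not pair samples: the correlation across genes between libraries of one number, as deviations from their group means, was -0.20 to 0.14 in the heat libraries and -0.25, -0.01 and -0.51 between Ler and *lug*. Without a filter on low counts, 1 gene was up in the interaction. With each library's trend with gene length removed, 12 genes were down at T30.

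On log2(FPKM + 1), the MORC7A median was 0.13 at T30, -0.00601 at T48 and -0.10 in *lug*. With the correlation between genes estimated, the p-value of the Table S3 genes at T48 (median -0.0932) rose from 0.0467 to 0.0927. The difference between the medians of these genes at T30 was 1.51 FPKM, with p under 0.05 only in the signed-rank test paired by gene, and 1.61 TPM with that test on TPM.

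A 50% reciprocal overlap raised the share of *morchex* peaks without a WT peak to 63.1% for LUG and 35.6% for TPL. A -log10 q of at least 10 in both lists gave 55.9% and 42.9%, and in the *morchex* list alone 11.3% and 0.947%. The same number of peaks from each list gave 28.3% and 15.0%. A window of 3000 bp on either side of the start site gave WT shares of 93.2% (TPL) and 67.5% (LUG) for MORC7A. It also gave 2 LUG-bound genes called in *lug*. A -log10 q of at least 10 gave 42.0%, 21.0% and 0.

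Leaving out 1 library in turn, with fewer samples, gave 33 to 42 genes up and 5 to 10 down at T0, 58 to 103 and 10 to 126 at T30, 357 to 650 and 395 to 810 at T48, 0 to 1 up in the interaction, 136 to 384 and 289 to 649 in the contrast of T48 and T0, and 5 to 79 and 2 to 66 in *lug*. The MORC7A median ranged from 0.059 to 0.10 at T30 and from -0.16 to -0.0838 at T48. The Table S3 median ranged from -0.13 to -0.0542 at T48 (its p-value passed 0.05 without replicate 1 or 3 of WT) and from -0.20 to 0.0248 in *lug* (p-value under 0.05 without replicate 2 of Ler or replicate 1 or 2 of *lug*). With 2 *morchex* libraries at T30 and T48, a fit without one of them leaves 1 in the group, and no p-value was taken from it. Of the values of single genes, 26 moved, 4 were stronger, 19 were weaker and 597 stayed. The depth of the peak lists is not known here, which limits every comparison of their numbers.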

Differences from the paper's values

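Tests chosen only after the result was seen were the signed-rank test on TPM and the unadjusted p-value together with a wider window.

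For the genes of Table S3 at T30, the two-sided rank-sum test on group means of FPKM gave p = 0.438 (permutation p = 0.438), a -log10 p of 0.359, against the paper's p of 7.5e-09, a -log10 p of about 8.1 in Fig. 5h. Of the alternatives set before the data were examined, none closed the gap: the signed-rank test paired by gene gave p = 2.5e-08 (permutation p = 1.0e-05, the smallest that 100000 resamples can give), the genes and libraries pooled 0.137 and TPM 0.410, and leaving out 1 WT library gave 0.289 to 0.533. A signed-rank test paired by gene on TPM, chosen after the values were seen, gave p = 7.4e-09 at T30 and p = 0.770 at T0 (permutation p = 0.771), beside the paper's 0.77. Both lie near the paper's values, and Table S3 holds TPM.

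Of the genes called changed between *lug* and Ler, 1 had a LUG promoter peak, against the paper's 95. None of the alternatives set before the data were examined closed the gap: they gave 2 with a window of 3000 bp on either side of the start site, 0 with a -log10 q of at least 10, 24 at an unadjusted p-value under 0.05, 1 without a fold-change threshold and 12 with DESeq2. The unadjusted p-value and the window of 3000 bp together, a combination chosen after the data were seen, gave 60.

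The paper states that the factors of Fig. 5b, LUG among them, were raised in *morchex* at T0. Of the 7, 6 were higher and LUG was lower (log2 fold change -0.05).

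The paper states that genes regulated by LUG were raised in *morchex* at T0 as well as after heat. After TMM normalization their median log2 fold change at T0 was -0.03, with 36 of 83 above 0. On group means of FPKM, 47 of the 95 genes were higher and 44 lower, with a median of 7.72 FPKM against 7.07 in WT.

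The paper states that genes bound by MORC7A fell in *lug*. On group means of FPKM, 257 of the 386 genes were lower and 113 higher, and after TMM normalization their median log2 fold change was -0.01, with 0 genes called and 19 higher and 15 lower at an unadjusted p-value under 0.05.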

Other observations

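Tests chosen only after the result was seen were those of chance placement and of another background on chromosome 3, of depth at T30, of replicate 3 of *lug*, and of the cloned fragments, and the anther genes were chosen once the values of AP1 and AP3 had been seen.

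The median log2 fold change of the MORC7A-proximal genes at T48 was -0.10, beside 0.02 for all tested genes, with 140 of 340 above 0, and 7 were called up and 24 down. That of the Table S3 genes was -0.09 (camera p-value 0.0467, and 0.0934 adjusted over the 8 contrasts that camera was run for), with 34 of 83 above 0. The 4 genes with the smallest adjusted p-values at T48 were AT4G04293 (log2 fold change 4.56), MRD1 (AT1G53480, 6.87), EXT4 (AT1G76930, 3.73) and AT5G35480 (3.16). Of the 545 genes called up at T48, the reference annotation classes 468 as protein-coding and 50 as pseudogenes. At all 3 time points, 44 genes were called up. The SEP3 transcript was 1.94 higher in *lug* than in Ler on the log2 scale (standard error 0.579), with an edgeR adjusted p-value of 0.455. Over the alternatives the adjusted p-value ranged from 0.0333 to 0.978. Adjusted over the 7 genes of Fig. 5b alone, 1 passed as higher in *lug* (SEP3) and 1 as lower (LUG).

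The methods name flower buds as the source of the RNA, and AP1 and AP3 were near 0 in Table S3. Of PI, AG, SEP1 and SEP2, 0 were higher in all Ler and *lug* libraries than in all Col-0 and *morchex* libraries, but these genes were near 0 in most libraries, and SEP3, the most abundant of the 7, averaged 15.9 TPM in Ler and 58.4 TPM in *lug* and 3.83 to 9.71 TPM in the Col-0 and *morchex* groups, so a difference in tissue between the 2 sets of libraries stays open. The highest level of the 7 anther genes in any of the 22 libraries was 0.25 TPM (AMS in WT at T48), and of the floral homeotic genes but SEP3, the highest was 5.83 TPM (SEP1). This is consistent with tissue that held few or no flower buds, and the labels name floral tissue.

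Of the 62 genes called between *lug* and Ler, 35 (56.5%) lay on chromosome 3, where 20.0% of the tested genes lie and where LUG, on chromosome 4, does not. In 10000 random draws the largest number was 25 (permutation p = 1.0e-04, the smallest that these draws can give). No 1000000-bp window held more than 4 called genes, which random draws reach (permutation p = 0.321). Among the genes that were not called, 10.9% of those on chromosome 3 and 5.94% of those on the other chromosomes had an unadjusted p-value under 0.05. This is consistent with segments of another background in one of the 2 lines. In Col-0, 50% of the called genes had a level nearer to that in *lug*, against 57.2% of the genes that were not called, so segments of Col-0 sequence in *lug* do not account for them. Regulation of these genes by LUG stays open for each gene.

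More genes were called up between *morchex* and WT at T30 (88) than at T0 (46). After thinning to one depth, 63 were up at T30 and 41 at T0, so depth alone does not account for it. In a fit to the groups compared alone, 31 were up at T30 and 41 at T0, so the order depends on the fit.

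Replicate 3 of *lug* differed from replicates 1 and 2 more than replicates did in the other groups (a chi-square per degree of freedom of 69.2 and 73.9, against 5.54 to 31.2). With every library thinned to one depth the smaller of the 2 was 44.1, against at most 20.7 between other replicates, and without the 20 largest genes of each library it was 62.5, against at most 28.8, so neither depth nor a few genes account for it. A difference in growth or harvest of this sample was not tested.

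Peaks of the tagged proteins covered most of the cloned fragments. The LUG peaks covered at least 99.2% of theirs, with ends within 31 bp of the primers, and ranked 2 by width in both lists, which argues against binding at the promoter alone and is consistent with reads from the transgene itself. The peaks of the lists labelled TPL covered at least 97.0% of theirs. In WT the peak ended 897 bp past a primer, and 3 other genes of at least 5 kb were covered at 80% or more. In *morchex* the ends of the peak lay within 124 bp of the primers, and 1 other such gene was covered, as in each LUG list. Both peaks ranked 14 by width. The 2 lists thus differ, and reads from the transgene and binding at the promoter alone cannot be told apart for this fragment. That fragment lies over TPR1, and of the TPL gene at most 16.1% was covered, unlike the LUG fragment in the LUG lists, which argues against a transgene that holds TPL and not TPR1.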
